A study of Mus musculus with 12 samples.

How the data were processed

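RNA was measured by poly(A)-selected sequencing in 12 libraries of primary mouse chondrocytes, the matrix-producing cells of cartilage. The labels divide them into control libraries, libraries from cells given a wild-type plasmid (called SIRT5_WT here) and libraries from cells given a plasmid for the F101L mutant of SIRT5 (SIRT5_F101L), with 4 libraries each. SIRT5 is a mitochondrial enzyme that removes malonyl and related acyl groups from lysines. The wild-type plasmid was read as wild-type SIRT5. What the control cells received is not stated. Replicate numbers only name libraries in the order of deposition and pair nothing.

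The deposited values are whole-number counts per Ensembl mouse gene ID, with no header. Per the labels' protocols, mRNA was captured with oligo-dT beads, and libraries were sequenced as 150 bp paired-end reads. The aligner, the counting program and its strand setting, the genome build and the annotation are not stated, so no coordinates are given. The tables held 57010 IDs, in the same order in every library. Of these, 52029 were paired with a symbol through a supplied table of Ensembl names, and the 4981 others kept their ID. The IDs without a name held 0.377% to 0.821% of a library's counts and stayed in the library totals and tests.

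Total counts ran from 15095357 to 24242139 per library, so a single count was worth 0.0413 to 0.0662 CPM (the library-size-scaled count) before TMM scaling. A count of 3 was taken as the floor, under which values have no order. Counting error is the only error that such a floor covers, since the libraries carried no molecular identifiers. No library was identical to another. Of every pair of libraries, the counts differed by more than sampling noise: over genes with at least 20 counts in the pair, the median chi-square was 2.55 to 8.92 times its sampling-noise value within groups.

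The main test was edgeR (4.0.16, R 4.3.3), with TMM scaling, its default expression filter by group, and a quasi-likelihood fit of all 12 libraries with a mean for each group and 9 residual degrees of freedom. The filter left 14253 genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, in 2-sided tests. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. The common dispersion was 0.00844, a biological coefficient of variation of 9.18%. CPM values in the text are TMM-scaled means ± SD over 4 libraries. The level of Sirt5 was also compared by an exact permutation test over the 70 arrangements of 8 libraries.

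Before the data were examined, the groups, tests, alternatives and 8 gene lists were fixed: glycolysis, tricarboxylic acid (TCA) cycle, fatty acid oxidation, respiratory chain, chondrocyte matrix, proteases and inflammation, interferon response, and proliferation. The lists hold 174 genes, of which 161 were tested. Each list was tested by camera in limma (3.58.1) with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, and adjusted over all 24 tests. The rule for named genes was fixed then too. It takes Sirt5; for each comparison the 5 highest and 5 lowest fold changes among called genes with a mean of at least 5 CPM, no overlap between groups and a symbol that is not a predicted gene; the 2 list members with the lowest adjusted p under the threshold; and Col2a1, Acan, Sox9, Mmp13 and Adamts5 in every comparison.

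The pipeline was tested on simulated counts with 200 changed genes. Of the 186 genes changed 2-fold that passed the filter, edgeR called 88.2% against control and 84.9% between the plasmid groups. Of the 194 genes changed by 0.50 on the log2 scale, it called 60.3% and 57.7%. False calls made up 4.88% to 7.60% of calls. Because both plasmid groups are compared with the same controls, 20 simulations of unchanged groups gave the correlation that sharing alone produces.

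The alternatives fixed in advance were RLE and upper-quartile scaling, no filter beyond 1 count, a filter on a mean of 1 CPM, a robust prior, fits of the 8 libraries compared, DESeq2 (1.42.0), fry, camera with an estimated correlation, split controls, and leaving out each library in turn. After the data were seen, corrections for transcript length were added. One used each library's slope of log2 CPM on log2 transcript length as a covariate, and the other used its loess trend (span 0.5) as an offset. Lengths and GC content came from GENCODE M21 transcripts and covered 98.8% of tested genes. That annotation also gave exon overlaps (bedtools 2.31.1) and near-identical copies (BLAST 2.17.0), without regard to strand. Its build may differ from the one the authors used.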

Results

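To ask how SIRT5 and its F101L mutant alter the chondrocyte transcriptome, mRNA was counted in 12 libraries of primary mouse chondrocytes: 4 control, 4 labelled SIRT5_WT and 4 labelled SIRT5_F101L. Control libraries held 18233484 to 19905485 counts, SIRT5_WT libraries 15288294 to 19713318, and SIRT5_F101L libraries 15095357 to 24242139. Between 18692 and 19809 gene IDs had at least 1 count in a library. The 2414 IDs that GENCODE M21 places on the X chromosome, the 1547 on the Y chromosome, the 37 mitochondrial IDs and the 52 on unplaced scaffolds were listed at 0 in all 12 libraries. The comparisons therefore cover autosomal genes and the IDs without a match in that annotation.

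The spread between libraries was examined first, by principal components of log2 CPM over the 14253 tested genes. The first component held 72.7% of the variance and separated control libraries, at -75.3 to -72.1, from both plasmid groups, at 33.4 to 40.7. The second held 5.66% and did not follow the labels. SIRT5_F101L replicate 1 lay at 20.3, beside SIRT5_WT replicates 2, 3 and 4 at 12.5, 12.5 and 20.1. SIRT5_WT replicate 1 lay at -1.07, and SIRT5_F101L replicates 2, 3 and 4 at -23.5, -17.0 and -19.8. Across genes, log2 CPM correlated at 0.985 to 0.991 within SIRT5_F101L and at 0.985 to 0.991 between the plasmid groups. The correlation was 0.927 to 0.937 between control and SIRT5_F101L libraries. Genes are not independent replicates, so these correlations carry no p-value.

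**Figure D1:**
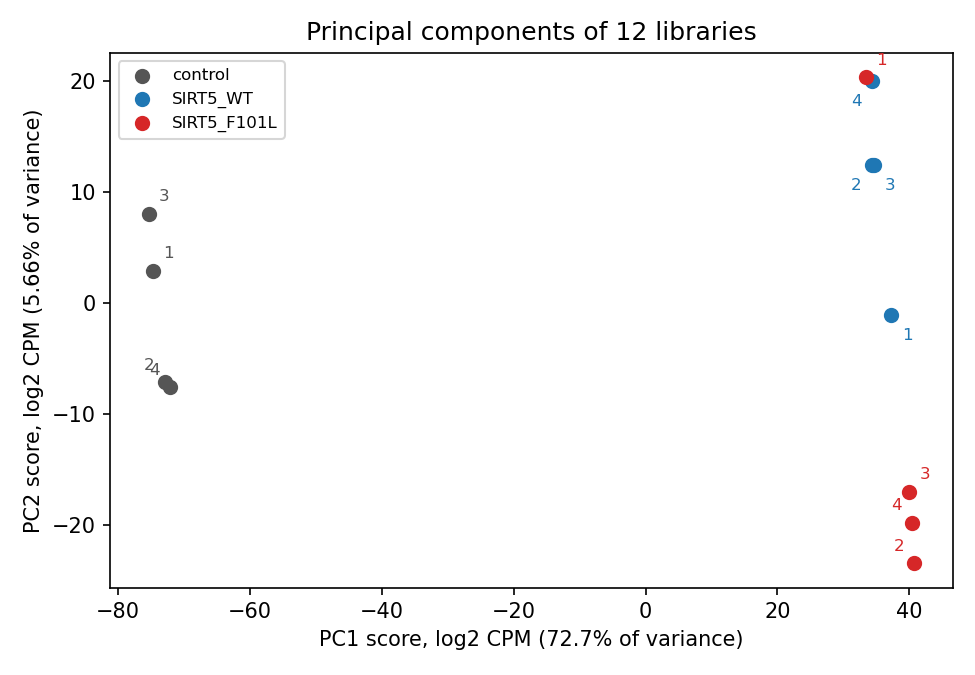
Scores of the 12 libraries on the first and second principal components of log2 CPM, with 72.7% and 5.66% of the variance; points are libraries, coloured by labelled group and numbered by replicate. Control libraries sit at -75.3 to -72.1 on the first component, and SIRT5_F101L replicate 1 sits at 20.3 on the second, beside SIRT5_WT libraries.

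Sirt5 (ENSMUSG00000054021), the gene named on the plasmids, was measured in every library as a check on the labels. It had 11, 15, 9 and 16 counts in control replicates 1 to 4, 9, 9, 8 and 1 in SIRT5_WT, and 9, 19, 15 and 10 in SIRT5_F101L. Its level was 0.688 ± 0.169 CPM (SD, n = 4) in control, 0.384 ± 0.229 in SIRT5_WT and 0.721 ± 0.346 in SIRT5_F101L. No rise was detectable at this depth in libraries labelled with either plasmid. The log2 fold change was -0.86 (SE 0.49) for SIRT5_WT against control, with an edgeR adjusted p of 0.143 and an exact 2-sided permutation p of 0.0571 (0.129 adjusted over 3 comparisons). Without SIRT5_WT replicate 4, which held 1 count, it was -0.48. For SIRT5_F101L against control it was 0.03 (SE 0.45), with an edgeR adjusted p of 0.954 and an exact permutation p of 0.886 (0.886 adjusted). It turned negative, at -0.31, without SIRT5_F101L replicate 2, which held the highest count, and at -0.11 without control replicate 3. Between the plasmid groups it was 0.90 (SE 0.49), with an edgeR adjusted p of 0.459 and an exact permutation p of 0.0857 (0.129 adjusted), and fell to 0.52 without SIRT5_WT replicate 4 and to 0.55 without SIRT5_F101L replicate 2. The other 6 sirtuins averaged 18.1 to 192 times the level of Sirt5. Exons of Sirt5 had 0% overlap with other genes, and 35.7% of its longest transcript had a copy of at least 95% identity elsewhere.

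The effect of the wild-type plasmid was assessed against control. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8090 of 14253 genes (56.8%) differed, 4091 higher and 3999 lower in libraries labelled SIRT5_WT. The change was at least 2-fold in 2375 genes, 1297 higher and 1078 lower. Without regard to the test, 53.5% of genes showed no overlap between the groups, where chance gives 2.86%. The count was lowest, at 7549 genes, when SIRT5_WT replicate 1 was left out. Saa3 (ENSMUSG00000040026) rose from 1.24 ± 0.518 to 306 ± 42.7 CPM (SD, n = 4), a log2 fold change of 7.95 (SE 0.25, edgeR adjusted p 6.10e-16). Oasl1, Ccl5, S100a8 and Cxcl3 followed, with log2 fold changes of 6.97, 6.96, 6.93 and 6.75. Car3 (ENSMUSG00000027559) fell from 26.9 ± 3.81 to 0.112 ± 0.0826 CPM, with 1, 1, 4 and 2 counts in the SIRT5_WT libraries. Its fitted log2 fold change of -7.85 (SE 0.29, edgeR adjusted p 6.63e-15) therefore rests on counts near the floor of 3, and its size is uncertain. Also lower were Col8a2 (-6.14), Clec3b (-5.84), St8sia2 (-6.14) and Ibsp (-5.64), the last pair with at most 7 counts in any SIRT5_WT library, so that their fitted sizes are uncertain too. None of these 10 genes overlapped between groups, and 1.46% of Oasl1 exon sequence was shared with another gene.

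The mutant plasmid was compared with control in the same fit. In libraries labelled SIRT5_F101L, 8647 genes (60.7%) differed by edgeR's test, 4274 higher and 4373 lower, and 2496 changed at least 2-fold. The count rose to 9179 without SIRT5_F101L replicate 1. Saa3 again rose most among the named genes, to 321 ± 104 CPM (log2 fold change 8.02, SE 0.25, edgeR adjusted p 4.81e-16), followed by S100a8 (7.17), Cxcl3 (6.85), Mmp3 (6.85) and Ccl5 (6.83). St8sia2 (ENSMUSG00000025789) fell from 17.0 ± 1.90 CPM to the floor in all 4 SIRT5_F101L libraries and was at least 104-fold lower. Ibsp, Col8a2, Megf6 and Car3 had log2 fold changes of -6.50, -6.30, -5.91 and -5.62, and the size for Ibsp, with 4, 0, 5 and 3 counts in the SIRT5_F101L libraries, is uncertain.

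Whether both plasmids changed the same genes was then examined. Of the genes called in either comparison, 7263 were called in both, 7262 of them in the same direction. Another 827 were called for SIRT5_WT alone and 1384 for SIRT5_F101L alone, which does not show that those genes differed between the plasmids. Across the 14253 genes the log2 fold changes correlated at r = 0.967 (Spearman 0.937), and 90.5% had the same sign. In the 20 simulations with both groups unchanged against shared controls, r averaged 0.498 (0.477 to 0.521), 66.6% of genes had the same sign and 0 genes were called in both. With separate control libraries for each comparison, r averaged 0.906 over 6 arrangements.

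**Figure D2:**
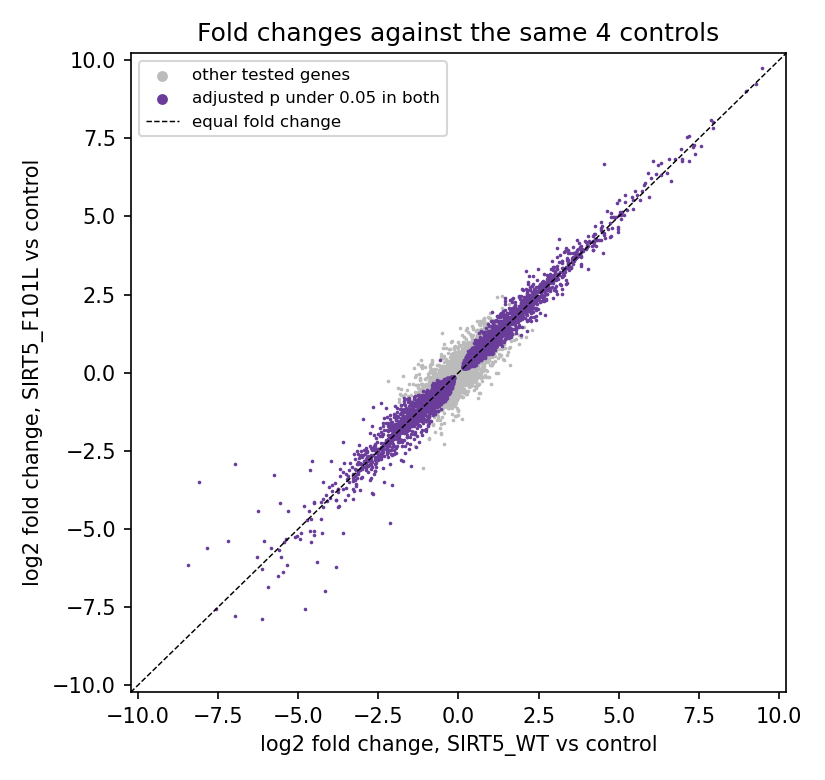
Log2 fold change of each of 14253 tested genes in SIRT5_WT against control (horizontal axis) and SIRT5_F101L against control (vertical axis); purple points are the 7263 genes with an edgeR adjusted p under 0.05 in both, grey points the others, and the dashed line marks equal change. The points lie along that line, with r = 0.967 across genes.

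The mutant was compared directly with the wild-type plasmid to isolate what the substitution alters. By edgeR's test 6 genes differed, 4 higher and 2 lower in SIRT5_F101L, and 1701 genes had an unadjusted p under 0.05. No overlap between groups was found for 573 genes (4.02%, against 2.86% by chance). The count of called genes rested on single libraries. It was 2213 without SIRT5_F101L replicate 1 and 0 without any one of the other 7 libraries. In those 7 fits 945 to 2191 genes had an unadjusted p under 0.05. With length corrections, chosen after the data were seen, the 2213 became 10 (slope as covariate) and 1650 (trend as offset). Without SIRT5_F101L replicate 1 the slope follows the labels, so the 10 cannot separate length from group. Col11a2 (ENSMUSG00000024330) fell from 26.1 ± 1.67 to 16.8 ± 1.35 CPM (SD, n = 4), with a log2 fold change of -0.63 (SE 0.10, edgeR adjusted p 0.0339). Gnas (ENSMUSG00000027523) fell from 28.2 ± 1.46 to 20.7 ± 0.706 CPM (-0.45, SE 0.07, edgeR adjusted p 0.0339), and 22% of its exon sequence overlaps other genes, so its counts are uncertain. Vcam1 (ENSMUSG00000027962) rose from 43.1 ± 1.09 to 56.3 ± 4.28 CPM (0.38, SE 0.07, edgeR adjusted p 0.0441). The groups did not overlap for these 3 genes. The other 3 called genes, named after their values were seen, overlapped between groups: ENSMUSG00000119584 (log2 fold change 0.99), Jarid2 (1.29) and Gm19951 (1.78). In all 3, SIRT5_F101L replicate 1 lay under the other SIRT5_F101L libraries. It was at 3074 CPM against 5443 to 6430 for ENSMUSG00000119584. For Jarid2 it was at 74.9 CPM against 170 to 256, and for Gm19951 at 27.3 CPM against 65.7 to 156. No cause of this shared pattern was tested. Over the alternatives, the edgeR or DESeq2 adjusted p of Col11a2 ran from 8.03e-10 to 0.167, that of Gnas from 2.46e-05 to 0.242 and that of Vcam1 from 0.000123 to 0.270.

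**Figure D3:**
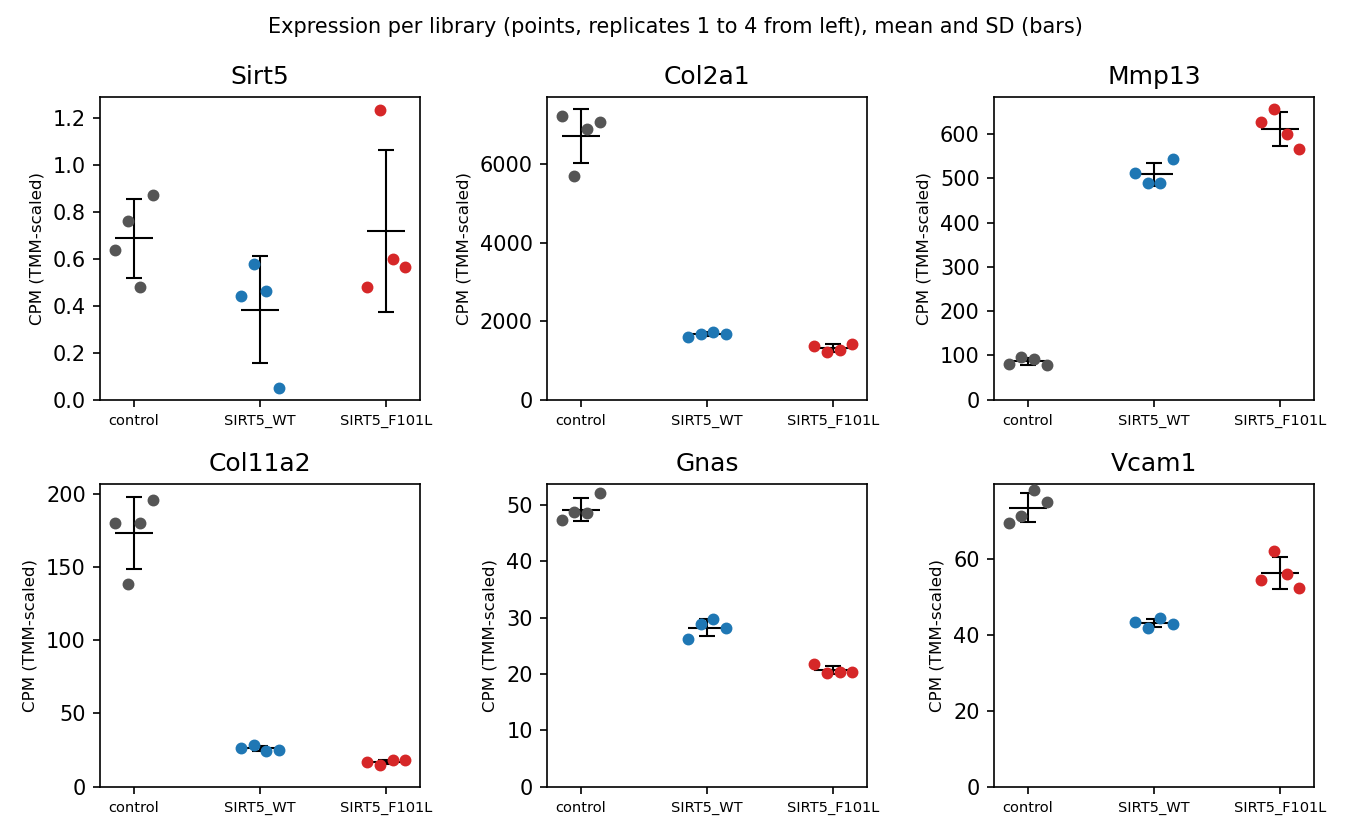
TMM-scaled CPM per library for Sirt5, Col2a1, Mmp13, Col11a2, Gnas and Vcam1, on linear axes from 0; points are libraries in replicate order within each group, with the mean and SD of 4 libraries as bars. Sirt5 lies at or under 1.23 CPM, and Col11a2 averages 26.1 CPM in SIRT5_WT against 16.8 CPM in SIRT5_F101L.

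Cartilage matrix and catabolic genes were followed because the study concerns osteoarthritis. Col2a1 (ENSMUSG00000022483), the main cartilage collagen, averaged 6719 ± 691 CPM (SD, n = 4) in control, 1665 ± 56.2 in SIRT5_WT and 1312 ± 95.2 in SIRT5_F101L. Its log2 fold change was -2.01 (SE 0.08, edgeR adjusted p 9.79e-15) and -2.36 (SE 0.08, edgeR adjusted p 9.43e-16) against control. Between the plasmids it was -0.34 (edgeR adjusted p 0.125). Mmp13, a collagenase, rose from 86.4 ± 8.65 to 509 ± 25.1 and 612 ± 38.5 CPM, with log2 fold changes of 2.56 and 2.82. Acan rose with SIRT5_WT (0.47, SE 0.07, edgeR adjusted p 1.78e-05) and did not differ with SIRT5_F101L (0.10, edgeR adjusted p 0.243). The difference itself, -0.37 between the plasmid groups, had an edgeR adjusted p of 0.0942. Sox9 changed by -0.20 and -0.34, and Adamts5 by -0.45 and -0.27, each with an edgeR adjusted p under the threshold. Comp (-3.26 and -3.44) and Fmod (-2.97 and -3.03) fell, while Mmp3 (6.55 and 6.85) and Ptgs2 (5.71 and 5.81) rose.

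Gene lists for metabolism and cartilage biology were tested as sets. By camera in limma, 5 of 8 lists differed from control in each plasmid group. In SIRT5_WT the mean log2 fold change was 0.58 for glycolysis (adjusted p 4.01e-05), -1.59 for chondrocyte matrix (4.01e-05), 3.09 for proteases and inflammation (0.000463), 1.10 for interferon response (5.45e-05) and 1.04 for proliferation (1.25e-10). In SIRT5_F101L these means were 0.52, -1.83, 3.27, 1.14 and 1.02. The TCA cycle (0.12 and 0.05), fatty acid oxidation (-0.12 and -0.16) and respiratory chain (0.00 and -0.19) lists did not pass. By camera in limma the respiratory chain list passed in SIRT5_F101L without SIRT5_F101L replicate 1 (-0.30, adjusted p 0.0109), and the TCA cycle list in SIRT5_WT without SIRT5_WT replicate 1 (0.14, adjusted p 0.0459). Glycolysis members Hk2 (1.44 and 1.46) and Hk1 (1.11 and 1.10) rose. TCA members went both ways, with Idh2 at -1.79 and -1.91 and Idh3a at 0.74 and 0.73. Cpt1a rose by 0.93 and 1.02 while Acadm fell (-0.92 and -1.07), and Atp5b rose by 0.47 and 0.38 while Ndufb10 fell (-0.45 and -0.70). Interferon members Rsad2 (4.93 and 4.99) and Oasl1 (6.97 and 6.77), and proliferation members Top2a (1.24 and 1.26) and Cenpe (1.54 and 1.76), rose in both groups. Of 161 tested members, 121 differed in SIRT5_WT and 122 in SIRT5_F101L over all genes tested, and 119 and 122 when adjusted over the list alone. Members Pgk1, Idh3g, Pdha1 and Ndufa1 were among the genes listed at 0.

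Between the plasmid groups, 3 lists passed by camera in limma: respiratory chain (mean log2 fold change -0.18, adjusted p 4.67e-06), chondrocyte matrix (-0.25, 4.01e-05) and proteases and inflammation (0.18, 0.000489). Leaving out one library gave a respiratory chain mean of -0.30, without SIRT5_F101L replicate 1, to -0.13, and the list passed in each of these fits. With corrections for transcript length, chosen after the data were seen, the list did not pass with the slope as covariate (-0.02) and passed with the trend as offset (-0.13). Lower values in SIRT5_F101L were found for 26 of 28 respiratory chain members and 14 of 19 matrix members, and higher values for 13 of 15 members of the protease list. Of 161 members 1 was called over all genes tested and 14 were called when adjusted over the list alone. Under fry in limma, the 5 lists held against control and 1 more passed in each comparison, TCA cycle in SIRT5_WT (adjusted p 0.00896) and fatty acid oxidation in SIRT5_F101L (0.0253). Unlike camera, fry asks whether list members changed, without comparing them with other genes. As 56.8% of all genes were called in SIRT5_WT and 60.7% in SIRT5_F101L, its passes against control are weak support. Between the plasmid groups 2 lists held under fry, chondrocyte matrix and proteases and inflammation. With the inter-gene correlation estimated, 3 lists held in each comparison with control and 1 between the plasmid groups. By that camera test, glycolysis did not pass against control (adjusted p 0.159 in SIRT5_WT and 0.207 in SIRT5_F101L). Chondrocyte matrix did not pass either (camera adjusted p 0.0542 and 0.0530). Between the plasmid groups, respiratory chain (camera adjusted p 0.416) and chondrocyte matrix (0.0542) did not pass. Without SIRT5_F101L replicate 1, 6 lists passed between the plasmid groups.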

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

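Of the tests in this part, those on library size and on GC content were fixed before their results were seen; the others were chosen after. Libraries were screened for values far from the other 3 of their group, by Dixon's ratio of the gap to the range. The screen covered 52 measures in 3 groups, 156 in all. It found 18 such values, where chance gives 7.80, and 9 of the 18 belonged to SIRT5_F101L replicate 1.

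SIRT5_F101L replicate 1 stood apart on the second principal component (20.3, against -23.5 to -17.0), the first (33.4, against 40 to 40.7) and the slope on transcript length (-0.0480, against 0.0664 to 0.0851). It also stood apart in the mean log2 CPM of the glycolysis list (8.83, against 8.68 to 8.70) and the respiratory chain list (6.64, against 6.14 to 6.21). Among genes, Saa3 was at 476 CPM (255 to 283 in the others), Ccl5 at 519 CPM (399 to 419), Adamts5 at 204 CPM (229 to 232) and Gnas at 21.7 CPM (20.2 to 20.4). Its counts were also nearer those of SIRT5_WT libraries, at 2.61 to 6.27 times sampling noise, than those of its own group, at 8.20 to 8.92 times.

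Several technical explanations were tested for the second component. After every library was thinned to the lowest total, Dixon's ratio was 0.910, against 0.852 with all counts, which argues against library size. Without the 20 most abundant genes, which held 10.7% to 15.9% of counts, and with each library centred on its median, it was 0.858. With each library's GC trend removed it was 0.877. With the trend on transcript length removed it fell to 0.810, just under the critical value, and the library remained at 17.5 against -23.6 to -15.8. A trend on length therefore stays open as a cause of part or all of the pattern: the ratio passed under its critical value by little, and the library did not move among the others of its group.

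A mislabelled sample cannot be told apart from a true SIRT5_F101L library, because the values go both ways within 1 library. On the 100 genes with the lowest p when this library was left out, its median position was -0.29 between the SIRT5_WT mean at 0 and the mean of the other SIRT5_F101L libraries at 1. The other SIRT5_F101L libraries lay at 0.92 to 1.30 by the same measure, and SIRT5_WT replicate 1 at 0.46. Without SIRT5_F101L replicate 1 the length slope follows the labels, so these 100 genes may carry length as well as group. The chondrocyte matrix list put it near its own group, with a position of 0.84, and the protease list beyond it, at 2.05. It lay outside the SIRT5_WT range on 7 of 8 lists. For 4 of them, glycolysis, TCA cycle, fatty acid oxidation and respiratory chain, it lay on the side away from the other SIRT5_F101L libraries, and for 3 on their side. Cartilage genes fixed in advance mostly lay outside the SIRT5_WT range, on the side of the other SIRT5_F101L libraries. Col2a1 was at 1357 CPM (1594 to 1731 in SIRT5_WT), Acan at 137 CPM (177 to 190) and Mmp13 at 627 CPM (490 to 543). Sox9 lay on that side too, while Adamts5, at 204 CPM, lay within the SIRT5_WT range (184 to 211). These genes other than Adamts5 argue against a swapped SIRT5_WT library, whereas the 100 genes do not. A batch that the labels do not give also cannot be told apart, since no label names one. The 3248 genes called when SIRT5_WT replicate 1 and SIRT5_F101L replicates 2, 3 and 4 were set against the other 4 plasmid libraries do not bear on it, because that split restates the division on the second component. A biological difference between cultures stays open and was not tested.

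The 9 values in other libraries were close to the number chance gives and showed no single pattern. SIRT5_WT replicate 1 was apart on the first component (37.3, against 34.3 to 34.6), in Ccl5 (422 CPM, against 492 to 499) and in Ptgs2 (1708 CPM, against 1554 to 1575). SIRT5_WT replicate 4 had 19360 detected IDs, against 19110 to 19141, and SIRT5_WT replicate 3 had 532 CPM of Hk1, against 506 to 508. Control replicate 2 was low in Fmod (1982 CPM, against 2267 to 2312) and in the means of the chondrocyte matrix list (6.57, against 6.75 to 6.79) and the protease list (3.51, against 3.68 in the other 3). SIRT5_F101L replicate 2 had 1.23 CPM of Sirt5, against 0.481 to 0.602. No biological explanation was tested for these values.

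Other splits of the same libraries were fitted to see how often they gave as many calls. Against control, 1 of the 35 splits gave as many genes for SIRT5_WT and 1 of 35 for SIRT5_F101L, the labelled split in each case, and no other split called a gene, with 83 to 1739 and 95 to 3902 genes at an unadjusted p under 0.05. Every other split mixes control and plasmid libraries within a group, which adds their difference to the spread of that group. The lack of calls there therefore does not bear on what caused the labelled difference. Between the plasmid groups, 5 of the 35 splits gave at least as many genes as the labelled one with 6 calls, and up to 3248. The other 4 each exchanged SIRT5_F101L replicate 1 for 1 SIRT5_WT library, so they carry the position of that library. Among the 18 splits with 2 libraries of each group on both sides, the highest count was 1 gene. For the gene lists, 14 of 35 splits gave at least 5 lists for SIRT5_WT against control and 11 of 35 for SIRT5_F101L, and 15 of 35 gave at least 3 between the plasmid groups. Splits that keep 3 libraries of a group together retain part of the group difference. Among the same 18 splits of each comparison, 0 gave as many lists in either comparison with control and 5 did between the plasmid groups. The highest number of lists in these splits was 3 for SIRT5_WT and 4 for SIRT5_F101L against control. Camera thus often passed as many lists under regrouping between the plasmid groups, and that count is weak evidence by itself.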

How the results depend on the processing

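No paired analysis was possible because the labels carry no shared replicate numbers. The counts of genes against control stayed within 1.5 times under every alternative run: 7549 to 8502 for SIRT5_WT and 6781 to 9179 for SIRT5_F101L. Across the fits that each left out one library they ran from 7549 to 7824 and from 8030 to 9179. Upper-quartile scaling shifted the median of all genes by -0.05 on the log2 scale in each comparison with control and moved the balance of calls. With it 3662 genes were higher and 4507 lower in SIRT5_WT, and 3914 higher and 4783 lower in SIRT5_F101L. With relative log expression size factors SIRT5_F101L had 4353 higher and 4273 lower. More genes higher than lower, or the opposite, thus depends on the scaling in both comparisons.

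The count between the plasmid groups moved under most alternatives, and the cause was not tested unless stated. It was 354 (117 higher, 237 lower) with all genes of at least 1 count, 351 of them among the genes tested in the main comparison, and 44 (27 higher, 17 lower) with DESeq2, which gave no adjusted p for 4423 genes. It was 2 with a robust prior and 2 with only the 8 libraries compared, which have fewer samples. With the length corrections, chosen after seeing the data, it was 26 (20 higher, 6 lower) with the slope as covariate and 10 (6 higher, 4 lower) with the trend as offset. Both sets held all 6 genes. Leaving out one library gave from 0 to 2213 genes, the latter without SIRT5_F101L replicate 1 (967 higher, 1246 lower). Without that library and with a length correction, a pairing of choices made after seeing the data, the count was 10 with the slope as covariate and 1650 with the trend as offset, sharing 8 and 1332 genes with the 2213. Without it the slopes of the plasmid groups do not overlap, so the slope follows the labels in that fit. The higher share was 66.7% in the main fit of 6 genes and is not informative at such counts.

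The number of lists was 3 with an estimated correlation in each comparison with control and 1 between the plasmid groups, where it ran from 3 to 6 when one library was left out. Values for single lists that changed their side of the threshold and kept their direction numbered 2 weaker and 3 stronger in each comparison with control, and 4 weaker and 5 stronger between the plasmid groups. In SIRT5_WT 1 more value, that of the respiratory chain list with the length slope, crossed the threshold and also turned. The correlation of shared fold changes fell to 0.950 without SIRT5_F101L replicate 1 and to 0.906 with split controls; with one library left out it ran from 0.950 to 0.967.

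Of the named genes, 30 in each comparison with control kept their side of the threshold, and the direction turned for Acan in SIRT5_F101L with the length trend as offset (-0.0689). Between the plasmid groups 10 of 11 named genes changed their side of the threshold under some alternative, and none its direction. Sirt5 in SIRT5_F101L against control turned negative with upper-quartile scaling (-0.0109), with the length slope (-0.67), without control replicate 3 (-0.11) and without SIRT5_F101L replicate 2 (-0.31); leaving out one library gave -0.31 to 0.18. In SIRT5_WT against control such fits gave -1.10 to -0.48, and between the plasmid groups 0.52 to 1.14. It has no value under the filter on a mean of 1 CPM, which removes it. Its low counts limit every statement on its level.

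The respiratory chain list against control had a mean near 0 in SIRT5_WT and of -0.19 in SIRT5_F101L. It turned positive for SIRT5_WT with the length slope (0.17) and trend (0.0191), and for SIRT5_F101L with the slope (0.15). By camera in limma the slope took it past the threshold in SIRT5_WT (adjusted p 0.0215, over a range to 0.984). Leaving out SIRT5_F101L replicate 1 did so in SIRT5_F101L (-0.30, adjusted p 0.0109, over a range to 0.772). It also turned positive for SIRT5_WT without control replicate 1, control replicate 3, SIRT5_WT replicate 1 or SIRT5_WT replicate 3, and leaving out one library gave -0.0317 to 0.0432. The length slope also took the TCA cycle list past the threshold against control, in SIRT5_WT (0.19) and SIRT5_F101L (0.20). The slopes of control libraries (-0.0572 to -0.0363) and SIRT5_WT libraries (-0.0285 to 0.0415) do not overlap. For SIRT5_WT, neither this crossing nor that of the respiratory chain list therefore separates length from group. In SIRT5_F101L only replicate 1 (-0.0480) lay within the control range. Between the plasmid groups the slope turned the TCA cycle (0.00359) and fatty acid oxidation (0.0128) lists. Leaving out SIRT5_WT replicate 4 turned the proliferation list, which ran from -0.0394 to 0.00385 over such fits.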

Other observations

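The tests in this part were chosen after their results were seen, except that on library size. Genes of the X chromosome and the mitochondrial genome were listed at 0 in every library, although mitochondrial transcripts are abundant in most cells. Autosomal pseudogenes with at least 95% identity to an X-linked gene over at least 80% of their length had a median of 1.16 CPM (54 pseudogenes), against 0 CPM for copies of autosomal genes (1784 pseudogenes). At least 1 CPM was reached by 50% of the former and 11.4% of the latter (2-sided permutation p 1e-05 from 100000 resamples, the smallest they can give). The resamples treat pseudogenes as independent, although some share a parent gene, such as Gm13680 and Gm9616, both copies of Rps4x. Expression of the parent genes was not matched either, so this p may be too small. The 11 copies of mitochondrial genes had a median of 267 CPM and held 1.35% to 1.95% of counts. These values are consistent with reads having been placed on a reference without those chromosomes, and argue against counts having been set to 0 afterwards. No biological explanation was tested. Counts at such pseudogenes, for example Gm28661 (3706 CPM, identical to mt-Co2), may hold reads of genes that were left out.

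Sirt5 was low in every library and not raised where the plasmids were labelled. In GENCODE M21 its exons had 0% overlap with other genes, which argues against reads lost to the genes of that annotation. The 4929 IDs without a match there were not covered. Near-identical copies took up 35.7% of its longest transcript, and dropping all copied sequence would lower the count 1.56-fold. The other sirtuins were at least 18.1 times higher, which bears on such a loss only if Sirt5 were expressed at their level. Plasmid transcripts that do not match the mouse gene cannot be told apart from low plasmid expression, since the highest count in a library was 19 and neither the plasmid sequence nor the reads were analysed here.

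The fold changes shared by both plasmids (r = 0.967) lay above the highest correlation from shared controls alone, 0.521. The correlation was 0.970 after thinning every library to the lowest total, which argues against library size as the cause. A few genes taking most of the counts would shift all others alike. Without scaling factors, 1321 of the 2130 shared calls of at least 2-fold were higher in both plasmid groups and 809 (38.0%) lower in both, which argues against such a shift as the whole cause. A candidate explanation is a response to transfection or plasmid DNA rather than to SIRT5. The interferon list rose by a mean of 1.10 (median 0.64) on the log2 scale in SIRT5_WT, which goes with that hypothesis. The proteases and inflammation list rose more, by a mean of 3.09 (median 3.68). What the control cells received is not stated. Transfection, SIRT5 and any other difference in treatment therefore cannot be told apart in these libraries.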
